A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae" (2022).

How the data were processed

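Rap1 was immunoprecipitated from formaldehyde cross-linked Saccharomyces cerevisiae cultures grown in rich medium for 16 h or for 14 d, and the recovered DNA was sequenced (ChIP-seq). The series holds 8 libraries: 2 biological repeats of the Rap1 ChIP at each time and an input library, chromatin without antibody, for each of them. Peak lists of the 4 ChIP libraries were analysed. The 4 input libraries entered only through the peak calling of the authors and were not analysed here.

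The authors trimmed and filtered paired-end reads, mapped them with Bowtie2 to release 64 of the S. cerevisiae reference genome and called narrow peaks with MACS2 against a matched input. The versions and settings of these tools are not stated. There is 1 list per library. The peak names differ between the lists, and those of the 14 d repeat 2 list call it a merge, so sequencing runs may have been pooled before calling in that library. Each list has 10 columns and no header. The deposited positions are the start and end of each peak and the offset of its summit, and they are given here counted from 1. The deposited fold enrichment is the ratio of the summit pileup to the local background, each with 1 added. The authors also deposited the −log10 p and −log10 q of each peak and a score, which is 10 times the −log10 q, truncated. These values belong to each peak as the peak caller gave them. Since they move with sequencing depth, they were used to rank and filter peaks within a list, and a comparison of fold enrichment between lists is given with that limit.

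The total number of reads per library was not used here. The depth of each library was read from its peak list. A summit pileup, the number of fragments over the summit, and its local background were solved for each peak from the fold enrichment and the −log10 p of a Poisson tail. The solution assumes that the peak caller did not scale the ChIP pileup down, which the authors' description does not state. A whole-number pileup that met both values within a relative tolerance of 0.0001 was found for 100% of the peaks of each list. The lowest background in a list was taken as the genome background pileup, a relative measure of depth. The log2 of the summit pileup over this background is called the log2 enrichment. This step was chosen after seeing the data.

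Gene positions came from the RefSeq gene table of the same release of the genome (6477 rows, of which 6002 are nuclear protein-coding genes used here). The strand was read from the systematic gene name. No chromosome lengths were given, so the end of each chromosome was set to the furthest gene or peak on it, which gave 12070715 bp over 16 nuclear chromosomes. A peak was terminal when its midpoint lay within 20 kb of a chromosome end, and otherwise core. The terminal windows hold 5.30% of this length and coding sequence 72.8%. A promoter was the 500 bp before a start codon. Peaks of different lists were shared when they overlapped by at least 1 bp, and peaks connected by overlaps were merged into regions. Mitochondrial peaks were counted in the number of peaks and in the comparison of peak edges with gene ends, and were left out of the other comparisons. A search for the Rap1 motif was planned and was not run, because it needs the genome sequence, which was not used here.

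The question was whether Rap1 binding differs between 16 h and 14 d. Libraries were grouped by the time and repeat number in their labels. Values of the 2 libraries per time were compared with a two-sided exact permutation test, which cannot go below p = 0.333 with 2 against 2. Terminal shares and summits in coding sequence were set against the share of the genome in each library with two-sided exact binomial tests, and ribosomal protein genes against other genes with Fisher's exact test. Overlaps were tested, one-sided, against 1000 random placements of the peaks of the shorter list on their own chromosomes. Peak densities by chromosome were compared with a two-sided sign-flip permutation test over the 16 chromosomes. Chromosomes of a library are not independent replicates of a culture, so that test describes these 4 libraries. The Benjamini-Hochberg adjustment was over the 4 libraries or the 6 pairs of lists. Intervals are exact 95% binomial intervals and cover counting error only.

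The regions named were set by a rule: the 5 regions in all 4 lists with the best mean rank of fold enrichment, up to 3 regions per time present in both repeats of that time and neither of the other, and a fixed list of ribosomal protein genes, 13 glycolytic and translation genes, the silent mating-type loci HML and HMR, the RAP1 gene, the left 15 kb of chromosome XII and the terminal 20 kb of the 32 chromosome ends. The comparisons, this rule and most alternatives were set before the data were examined. The alternatives were a −log10 q of at least 5, the top 84 peaks of each list by fold enrichment (84 being the size of the shortest list), windows of 10 or 30 kb, covered bp or fold enrichment as weights, stricter overlaps, a 1000 bp promoter, leaving out each replicate, and a replicate block. Alternatives added after seeing the data were nuclear chromosomes alone for the number of peaks, the width with the smallest width of each list taken off, and the log2 enrichment in place of the fold enrichment.

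The functions were tested on simulated data. For the overlap of the 16 h repeat 1 list (84 peaks) with the 14 d repeat 1 list, 1% of 200 simulations without shared peaks and 100% of those with 20 shared peaks gave p under 0.05. For the test over 16 chromosomes, 7% of 200 simulations without a difference and 97.5% of those with a difference of 1 SD did. The pileup was recovered exactly for 100% of 600 simulated peaks. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.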

Results

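To compare the genomic distribution of Rap1, a DNA-binding protein of telomeres and of many promoters, between young and chronologically aged cultures, peak lists from Rap1 ChIP-seq at 16 h and at 14 d were analysed, with 2 biological repeats at each time. The 16 h lists held 87 and 480 peaks in repeats 1 and 2, and the 14 d lists held 109 and 564. The genome background pileup, a relative measure of depth, was 0.414 and 8.87 fragments in the 16 h repeats and 1.71 and 11.7 in the 14 d repeats. Repeat 2 was thus 21.4 times deeper than repeat 1 at 16 h and 6.88 times deeper at 14 d. Between times, 14 d was 4.12 times deeper in repeat 1 and 1.32 times deeper in repeat 2. Because depth differed more between repeats than between times, differences are also given within each repeat.

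The log2 number of peaks was 7.67 ± 1.74 (SD, n = 2) at 16 h and 7.95 ± 1.68 (SD, n = 2) at 14 d. The difference of 0.28 did not exceed the SD of either time (exact permutation test, two-sided, p = 0.667), and this design cannot give p under 0.333. Within repeats, the log2 difference was 0.33 in repeat 1 and 0.23 in repeat 2. Of the other settings that kept all libraries, a −log10 q of at least 5 moved the difference most, to 0.43. Peaks on mitochondrial DNA numbered 3 in 16 h repeat 1 and 14 in 14 d repeat 1, and none were listed in either repeat 2. They were left out of the comparisons between times that follow.

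Rap1 recruits silencing proteins to telomeres, and the study asked whether Rap1 leaves chromosome ends with chronological age. Of the nuclear peaks, 24 of 84 in 16 h repeat 1 lay within 20 kb of a chromosome end (28.6%, 95% interval 19.2 to 39.5%). The shares were 9.58% in 16 h repeat 2 (46 of 480, 7.10 to 12.6%), 15.8% in 14 d repeat 1 (15 of 95, 9.12 to 24.7%) and 10.5% in 14 d repeat 2 (59 of 564, 8.06 to 13.3%). These windows hold 5.30% of the nuclear length, and each of the 4 lists exceeded that share (exact binomial tests, adjusted p = 2.75e-11, 1.43e-04, 1.43e-04 and 2.22e-06). The share was 19.1% ± 13.4 (SD, n = 2) at 16 h and 13.1% ± 3.77 (SD, n = 2) at 14 d, and the difference of -5.95 percentage points was under the SD of the 16 h repeats (exact permutation test, p = 1). It was -12.8 points in repeat 1 and 0.878 points in the deeper repeat 2. Weighted by fold enrichment, the difference was 0.203 points, of the opposite sign. Every other setting that kept all libraries left it negative, from -5.94 points (windows of 10 kb) to -10.3 points (−log10 q of at least 5).

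**Figure D1:**
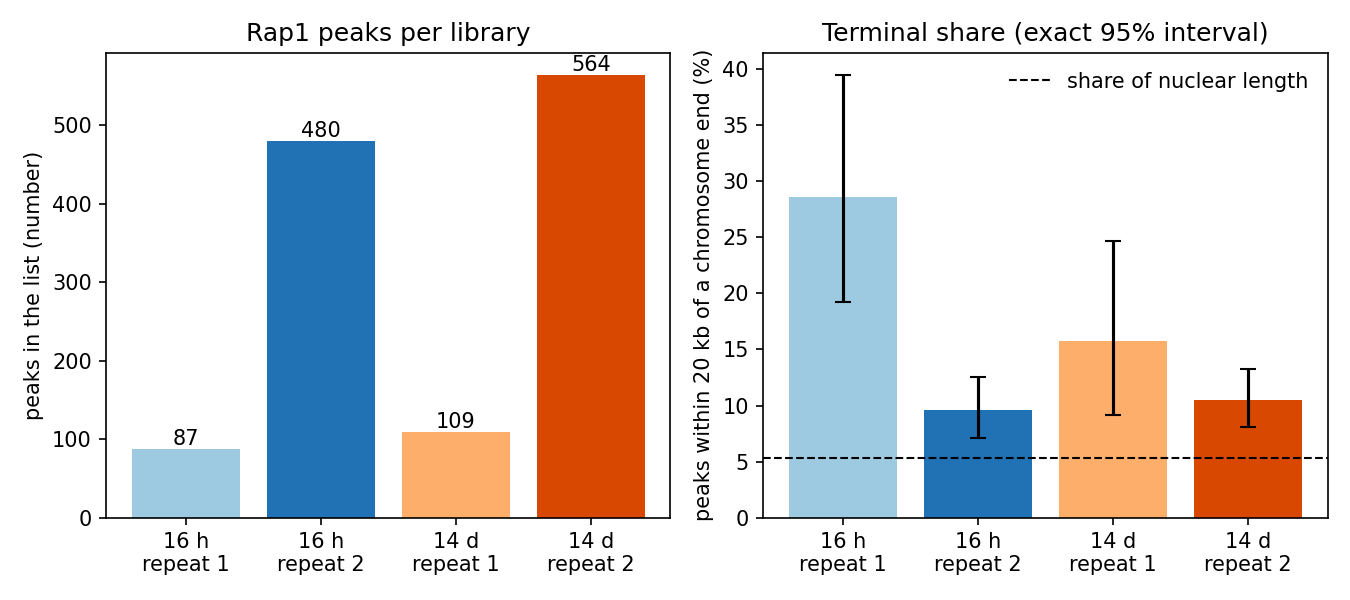
Bars show the number of peaks (left) and the percent of nuclear peaks within 20 kb of a chromosome end (right) in each of the 4 libraries; error bars are exact 95% binomial intervals and the dashed line is the 5.30% of nuclear length in these windows. The repeat 1 lists hold 87 and 109 peaks against 480 and 564 in repeat 2, and the terminal share lies above the line in all 4 lists.

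By chromosome, the terminal peak density relative to the genome-wide density was 3.60 at 16 h and 2.48 at 14 d, averaged over 16 chromosomes and 2 repeats. The difference of -1.12 was past the threshold (sign-flip permutation test over chromosomes, two-sided, p = 0.016), and the density was lower at 14 d on 14 of 16 chromosomes. This rested on repeat 1, where the difference was -2.41 (permutation p = 0.0074). In repeat 2 alone it was 0.166 (permutation p = 0.414), with a higher density at 14 d on 10 of 16 chromosomes. Without the 16 h repeat 1 library, whose list is the shortest, the difference changed sign to 0.668. With the top 84 peaks of each list it was -1.12 and no longer past the threshold (permutation p = 0.160), and weighted by fold enrichment it was 0.038 (permutation p = 0.985). The core density was 0.818 at 16 h and 0.949 at 14 d, a difference of 0.131 (permutation p = 0.110). It was past the threshold with peaks of a −log10 q of at least 5 (0.177, permutation p = 0.029). Within repeats the core difference was 0.286 (permutation p = 0.085) in repeat 1 and -0.024 (permutation p = 0.395) in repeat 2. The difference between times therefore did not hold within both repeats.

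**Figure D2:**
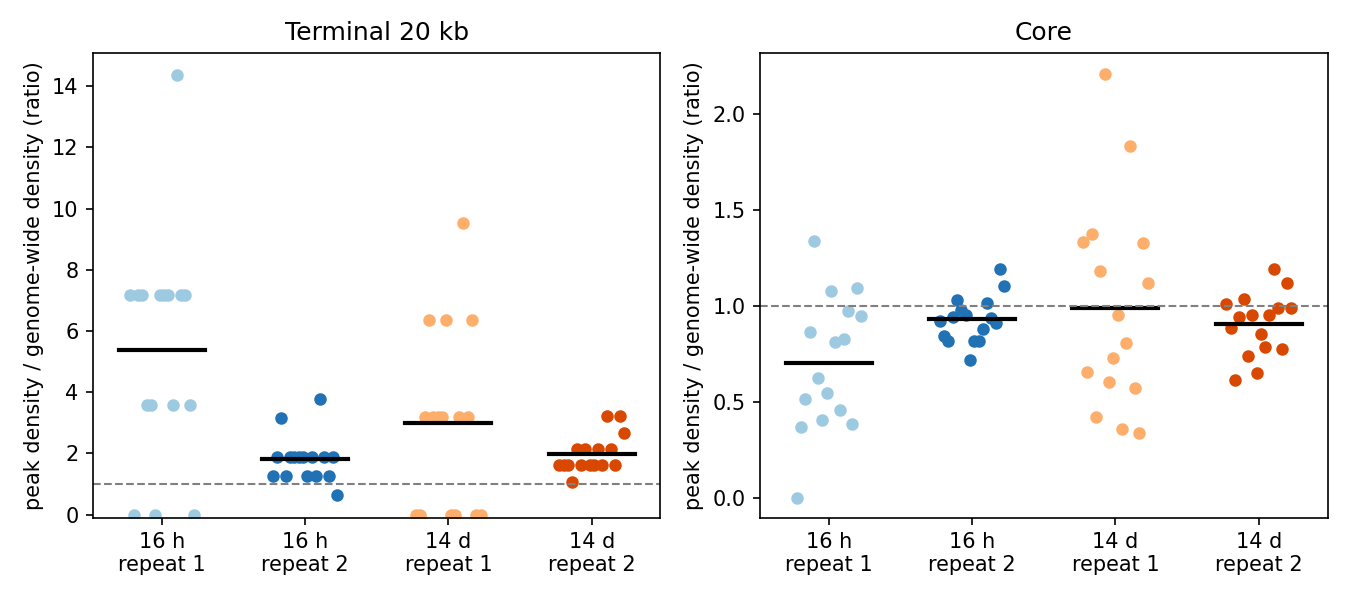
Each point is 1 of the 16 nuclear chromosomes, with the peak density of its terminal 20 kb (left) or core (right) divided by the genome-wide peak density of that library; bars are means and the dashed line is a ratio of 1. The mean terminal ratio is 5.39 and 1.81 in the 16 h repeats and 2.98 and 1.97 in the 14 d repeats.

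At least 1 peak lay within 20 kb of 21 and 31 of the 32 chromosome ends in the 16 h repeats and of 13 and 32 in the 14 d repeats. In the left 15 kb of chromosome XII, 3 and 4 peaks were listed at 16 h and 2 and 4 at 14 d. All 4 lists had a peak with its summit at position 5682 or 5685, where YLL066W-B is annotated, and a peak with its summit between 11147 and 11235, where no gene is annotated. The peak at the chromosome end itself was listed in 3 of the 4 libraries and was missing in 14 d repeat 1.

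**Figure D3:**
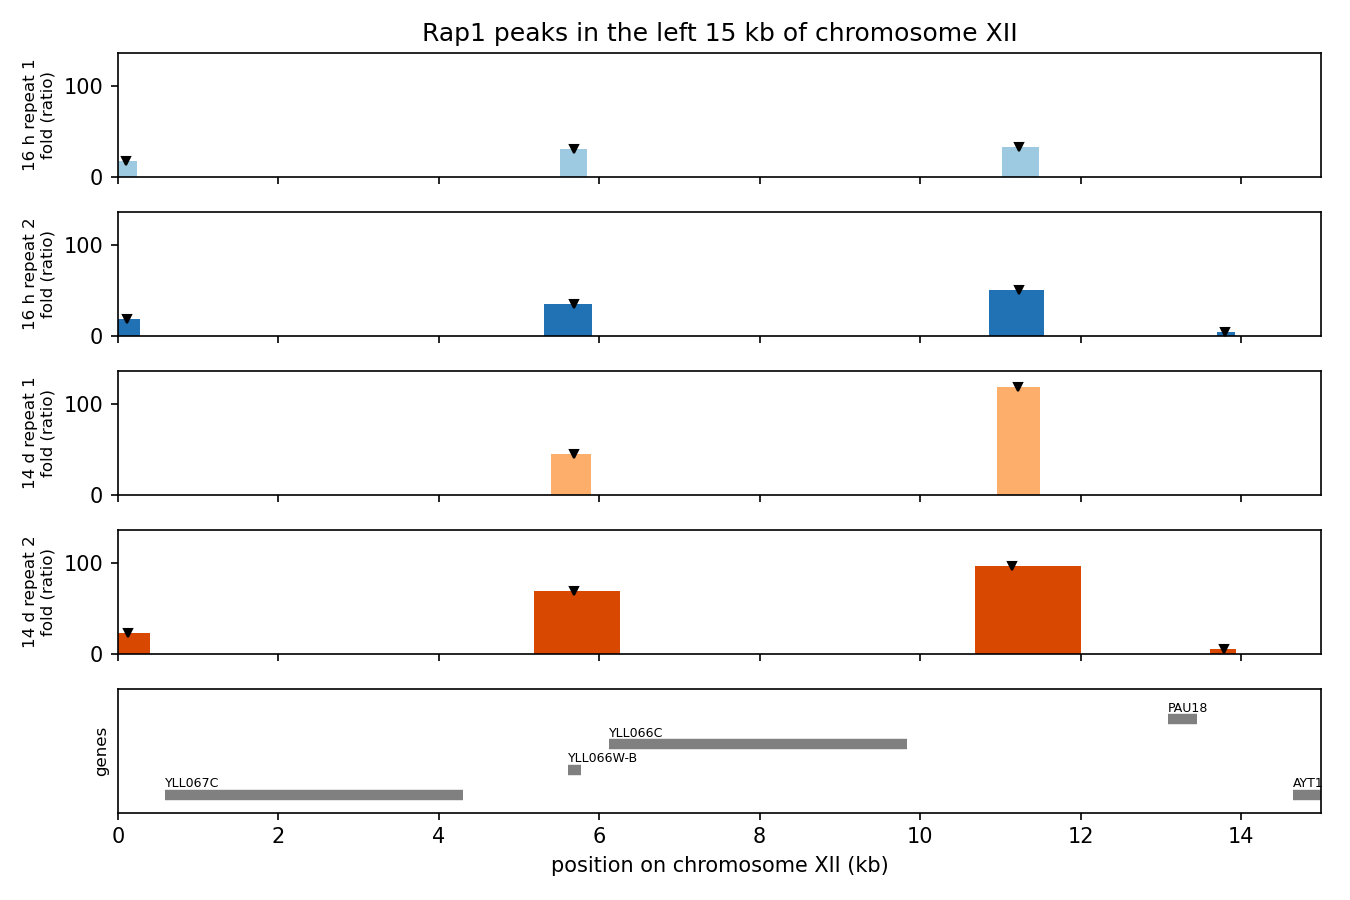
Peaks in the left 15 kb of chromosome XII (x axis, position in kb) are drawn to scale, with bar height giving the fold enrichment of each library's list and triangles the summits; annotated genes are in the lowest panel. Peaks near 5682 and 11235 bp are present in all 4 lists, and fold enrichment is not on a common depth between lists.

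To ask whether the same sites were bound, the lists were overlapped in 6 pairs. All 6 pairs shared more peaks than random placement gave (permutation test by random placement, p = 0.001, the smallest that 1000 placements can give, and the same after adjustment). Within a time, 98.8% of the 16 h repeat 1 peaks and 98.9% of the 14 d repeat 1 peaks overlapped a peak of repeat 2. Across times, 431 of the 480 peaks of 16 h repeat 2 (89.8%) overlapped a peak of 14 d repeat 2, where random placement gave 4.01%. The 2 shallow lists shared 44 of 84 peaks (52.4%). A shallow list set against the deep list of the other time overlapped it by 100% for 16 h repeat 1 and by 95.8% for 14 d repeat 1, the first above and the second below the overlap within its own time. The mean overlap was 14.4 percentage points higher within a time than across times, but the mean across times includes the pair of shallow lists, which has no counterpart within a time. With the top 84 peaks of each list the difference was 2.38 points.

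The 4 lists merged into 614 regions. Of these, 44 were in all 4 lists, 429 in both repeat 2 lists and 430 (70.0%) in at least 1 list of each time. No region was in both 16 h lists and neither 14 d list, and 1 was in both 14 d lists and neither 16 h list. This region lay at chromosome XIII 773776 to 774428, with its middle 650 bp from the start codon of HOR7, and had a fold enrichment of 5.43 and 4.63. Splitting the 4 libraries by repeat instead of time gave 299 regions. With the top 84 peaks of each list, 9 regions were in both 16 h lists alone and 8 in both 14 d lists alone.

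Of the regions in all 4 lists, 4 of the 5 with the best mean rank lay at chromosome ends: the right end of chromosome XIV (783688 to 784333), the left end of III (1 to 873), the right end of VIII (562096 to 562643) and the right end of XI (666053 to 666816). The other was at chromosome XII 10688 to 12005, which is 10687 bp from the chromosome end and so also within the terminal 20 kb. At the right end of chromosome XIV the fold enrichment was 41.6 and 76.8 in the 16 h repeats and 344 and 173 in the 14 d repeats. The log2 enrichment over the genome background there went the other way, from 11.34 and 8.80 at 16 h to 9.12 and 7.55 at 14 d. This measure leaves out the local background. That background was 24.9 and 50.6 fragments there in the 16 h repeats, against genome backgrounds of 0.414 and 8.87. At 14 d, fold and pileup put it close to the genome background. The high log2 enrichment at 16 h therefore includes signal that was also high in the local background. At the 44 regions, the median log2 fold enrichment was 4.06 ± 1.20 (SD, n = 2) at 16 h and 4.64 ± 0.96 (SD, n = 2) at 14 d. The repeats of each time differed by more than this 0.58 difference between times (exact permutation test, p = 0.667), and it was 0.75 in repeat 1 and 0.40 in repeat 2. Across regions, which are not independent replicates, the median difference was 0.66 (sign-flip permutation test of the mean difference, p = 1e-05, the smallest that the resamples can give). Measured as log2 enrichment over the genome background, an alternative chosen after seeing the data, the difference between times was -0.28, from -0.58 in repeat 1 and 0.02 in repeat 2. The median difference across regions was then -0.52 (sign-flip permutation test of the mean difference, p = 0.040), with 11 of 44 regions higher at 14 d against 38 of 44 by fold enrichment, so the test across regions was past the threshold in opposite directions under the 2 measures. The 1 added to each term lowers the fold enrichment most at a low background. The genome background was 0.414 in 16 h repeat 1 and 1.71 in 14 d repeat 1. The rise by fold in repeat 1 therefore comes in part from depth, by an amount not computed here. Across the 429 regions of both repeat 2 lists, Spearman's rho of the log2 fold enrichment between 16 h and 14 d was 0.853.

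Rap1 binds the promoters of ribosomal protein genes. Of 137 such genes, 25 (18.2%) and 121 (88.3%) had a peak in the promoter in the 16 h repeats, and 13 (9.49%) and 124 (90.5%) in the 14 d repeats. Of 5865 other genes, 0.801%, 7.33%, 1.5% and 9.58% did. The odds ratios were 27.6, 95.6, 6.88 and 90.0 (Fisher's exact test, two-sided, adjusted p = 8.04e-24, 2.47e-111, 3.79e-07 and 1.17e-104). The percent was 53.3 ± 49.5 (SD, n = 2) at 16 h and 50.0 ± 57.3 (SD, n = 2) at 14 d, and these 2 libraries per time could not resolve the difference of -3.28 points (exact permutation test, p = 1). It was -8.76 points in repeat 1 and 2.19 points in repeat 2. All 121 genes with a peak in 16 h repeat 2 had a peak in 14 d repeat 2, and 13 genes had a peak in no list.

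Of the 13 glycolytic and translation genes, 3 and 13 had a promoter peak in the 16 h repeats and 2 and 10 in the 14 d repeats. TPI1, ENO2 and GPM1 had a peak in 16 h repeat 2 and none in 14 d repeat 2. These were weak peaks of 1 library, with fold enrichments of 4.19, 3.65 and 2.84 against a median of 7.76 in that list. HML had 2 peaks in 16 h repeat 2, 1 in 14 d repeat 2 and none in either repeat 1, and HMR had none in any list. The promoter of RAP1 itself had a peak in 16 h repeat 2 alone, at chromosome XIV 241395 to 241722 with the summit 128 bp before the start codon, a fold enrichment of 11.3 and a summit pileup of 160 fragments.

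Summits fell in coding sequence less often than the 72.8% of the genome it occupies in each list, in 7.14% and 11.7% at 16 h and 22.1% and 11.5% at 14 d (exact binomial tests, largest adjusted p = 1.15e-24). The difference between times was 7.41 points (exact permutation test, p = 0.667), 14.96 points in repeat 1 and -0.142 points in repeat 2. The median peak width was 297.5 ± 43.1 bp (SD, n = 2) at 16 h and 429 ± 42.4 bp (SD, n = 2) at 14 d. The difference of 131.5 bp was larger than the spread between repeats, with the smallest p that the design allows (exact permutation test, p = 0.333). It was 132 bp in repeat 1 and 131 bp in repeat 2. With the smallest width of each list taken off, chosen after seeing the data, it was 59 bp (exact permutation test, p = 0.667).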

Values the study reported

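The study reported that it found no evidence that Rap1 moved from telomeres to internal sites over 14 d of chronological aging.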

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

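The tests in this part were chosen only after the result was seen. The 14 d repeat 1 list held 14 peaks on mitochondrial DNA. This is above the 3 counts set as the limit for a signal with no control, which is no test. These peaks entered the number of peaks and the comparison of peak edges with gene ends, and no other comparison. The 16 h repeat 1 list held 3. The 14 peaks had a median fold enrichment of 1.98 (1.44 to 3.36), and the local background there was 67.3 times the genome background, against 24.4 times in 16 h repeat 1. Library depth stays open: 14 d repeat 1 was 4.12 times deeper than 16 h repeat 1, and the 0 such peaks of the deeper 14 d repeat 2 list do not bear on depth if mitochondrial reads or peaks were removed there. Such a removal stays open too: the 16 h repeat 2 list also held 0, and a filter and a low mitochondrial share cannot be told apart from peak lists. The low fold over a high background is what many copies of mitochondrial DNA may give without Rap1 binding, which was not tested. A change in mitochondrial DNA with age, the difference the design names, also stays open as untested.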

How the results depend on the processing

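The overlap of all 6 pairs of lists stayed above random placement under each of the 4 alternatives run on it, and the counts of time-specific regions were the same at a −log10 q of at least 5, at an overlap of 50% of the shorter peak and with regions merged within 500 bp. With the top 84 peaks of each list these counts became 9 (16 h) and 8 (14 d), since shorter lists leave fewer partners for each peak.

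The lower terminal density by chromosome at 14 d kept its direction and its side of the threshold at a −log10 q of at least 5 and with windows of 10 and 30 kb. It was no longer past the threshold with the top 84 peaks (-1.12, permutation p = 0.160) and changed sign when weighted by fold enrichment (0.038), as did the terminal share (0.203); the cause was not tested. Across the fits that each left out 1 replicate, the terminal density difference ranged from -2.91 to 0.668, the highest being without 16 h replicate 1. The core density was past the threshold at a −log10 q of at least 5 (0.177, permutation p = 0.029); the cause was not tested. The fold enrichment at shared regions changed sign as log2 enrichment over the genome background (-0.28), an alternative chosen after seeing the data.

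With 2 libraries per time, no alternative could bring the exact tests between libraries past the threshold, so their p-values say nothing about stability. Leaving out a replicate changed the sign of the difference in log2 peak number (-0.95 to 1.51), terminal share (-15.4 to 3.54 points), ribosomal protein promoters (-43.8 to 37.2 points) and fold enrichment (-0.10 to 1.43); the cause was not tested. It did not for the core density (0.017 to 0.245), summits in coding sequence (2.12 to 12.7 points) or width (101 to 162 bp). With repeat number as a replicate block the differences were the same by construction (0.28, -5.95, -3.28, 7.41, 131.5 and 0.58), and the smallest p possible was 0.5. Repeats with the same number deviated together at the 44 shared regions (r = 0.591), but 2 pairs do not show that the numbers pair the cultures. The search for the Rap1 motif and its alternatives were not run. The shallow repeat 1 lists limit what a missing peak there can show.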

Other observations

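The tests of the expected number of peaks at the depth of repeat 1 by the smallest pileup were written before their result was seen. The terminal share of the top 84 peaks was a setting chosen before the data were examined, and its use to explain the share in repeat 1 came after. The other tests in this part, their form with local background included, were chosen only after the result was seen.

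The short repeat 1 lists are not accounted for by depth alone if enrichment does not itself change with depth. If the enrichment of each repeat 2 peak held in repeat 1, 248 of the 480 peaks at 16 h and 409 of the 564 at 14 d would reach the smallest pileup called at the genome background there (5 and 10 fragments). With the local background of each peak scaled too and the smallest −log10 p called in repeat 1 as the bar, the numbers were 261 and 372. In fact 83 and 92 overlapped a repeat 1 peak. At the 30 core regions of all 4 lists, the median log2 enrichment was lower in repeat 1 than in repeat 2 (4.73 against 5.61 at 16 h and 4.44 against 5.61 at 14 d), and averaged over times 2 of the 30 were higher in repeat 1. At the 14 terminal regions, 11 were higher in repeat 1. Lower enrichment at core sites in repeat 1 thus stays open with values in its direction, and other calling settings and pooled runs in repeat 2 were not tested.

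In 16 h repeat 1 the terminal share was 28.6%. When the 16 h repeat 2 list was reduced to its top 84 peaks by fold enrichment, its share rose from 9.58% to 23.8%, inside the interval of repeat 1. A short list that holds the strongest peaks stays open as an explanation and is not shown by this. Of the 84 repeat 1 peaks, 50 overlapped those top 84. At 14 d the top 84 of repeat 2 also reached 23.8%, while the short repeat 1 list had 15.8%. The lists differed in another way too. At the 44 regions of all 4 lists, the median log2 enrichment of the 14 terminal regions exceeded that of the 30 core regions by 3.44 and 1.16 in the 16 h repeats and by 2.34 and 1.40 in the 14 d repeats. The gap was 1.61 larger in repeat 1 than in repeat 2, while the times differed by -0.43. Library depth stays open: the gap was largest in the 2 shallow libraries, and its difference between repeats was 2.28 at 16 h, where repeat 2 was 21.4 times deeper, and 0.94 at 14 d, where it was 6.88 times deeper. That order depends on the measure, since log2 enrichment leaves out the local background. The median fold of all terminal peaks was 25.9 against 6.20 for core peaks in 16 h repeat 1 and 14.8 against 7.28 in repeat 2. It was 54.7 against 10.6 and 10.8 against 7.66 in the 14 d repeats. By fold, the repeats thus differed more at 14 d than at 16 h. Differences in fragment length or in the mapping of repeated subtelomeric sequence stay open too.

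Peaks at 14 d were wider by 131.5 bp, and the smallest width in a list was 286 and 232 bp at 14 d against 194 and 179 bp at 16 h. With the smallest width taken off, 59 bp of the difference was left (40 bp in repeat 1 and 78 bp in repeat 2). Longer fragments or another fragment setting of the caller may explain part of the width; a broader distribution of Rap1 with age stays open.

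The peak before RAP1 was the strongest site of 16 h repeat 2 without a partner in 14 d repeat 2. Of the 162 regions of 16 h repeat 2 with a log2 enrichment of at least its 4.17, it was the 1 without a 14 d repeat 2 peak, and the next such region reached 3.001. Depth is argued against for 14 d repeat 2, where the same enrichment would give 212 fragments and the smallest pileup called was 29. In 14 d repeat 1 it would give 30.8 fragments, where the smallest was 10. The peak was also missing in 16 h repeat 1, where 7.48 fragments would be expected and 5 were enough, so a single library holds it. The repeat 1 lists lacked most peaks expected there by pileup, with 83 found against 248 at 16 h and 92 against 409 at 14 d. A missing peak in a repeat 1 list therefore says little. A loss of Rap1 from its own promoter with age is a hypothesis that 1 library cannot separate from a local artifact of that library.

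Depth alone is also argued against for a part of the 135 regions of 14 d repeat 2 with no peak in 16 h repeat 2, and the size of that part depends on the measure. With pileup and local background scaled to the depth of 16 h repeat 2, 92 would still give a −log10 p over 2 times the smallest one called there. By the scaled pileup alone, the measure tried first, 38 would reach 2 times the smallest pileup called. For the 49 regions of 16 h repeat 2 with no peak in 14 d repeat 2, the numbers were 43 and 17. Regions present in a single deep list therefore occur in both directions, and with 1 deep library per time, age and differences between cultures stay open.

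A peak over the HHO1 coding sequence (chromosome XVI 308828 to 309604), singled out after its values were seen, was in all 4 lists. Its fold enrichment was 9.30 and 4.31 in the 16 h repeats and 172 and 24.2 in the 14 d repeats. At 14 d its edges lay within 14 and 11 bp of both ends of the gene, the closest matches relative to gene length among 474 pairs of a peak and a gene. At 16 h the larger gap was 57 and 103 bp, ranks 7 and 13. Cloned or amplified HHO1 DNA in the samples is a candidate explanation that these lists cannot decide. By fold and pileup, the local background at HHO1 was at the genome background in both 14 d lists. At 14 d such DNA would thus have to be in the ChIP libraries without an excess in their inputs. In 16 h repeat 1 the local background there was 1.58, above the genome background of 0.414. With no limit on gene length, 16 peaks over 11 other genes also had both edges within 60 bp of the gene ends. That number fell to 3 peaks over 1 gene for genes of at least 500 bp and to 0 for genes of at least 600 bp, so how far HHO1 stands apart depends on the gene length asked for. Binding of Rap1 over this gene stays open.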
